A study of Mus musculus with 2 samples. Its data were reported in "Hypoxic BMSC-derived exosomal miRNAs promote metastasis of lung cancer cells via STAT3-induced EMT" (2019).

How the data were processed

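Exosomes, the small vesicles that cells release, had been collected from the medium of mouse bone marrow-derived mesenchymal stem cells (BMSCs, multipotent stromal cells of the marrow) kept for 72 h in normoxia or in a hypoxic chamber at 0.2% oxygen. Their RNA was labelled with Cy3 and hybridised to an Agilent mouse miRNA array with 1 colour. The study's methods name Agilent's kit for the labelling of miRNA, and the file headers name an image extraction protocol for miRNA arrays. The labels differ from both and describe a reverse transcription of total RNA from a DNA primer. The series holds 2 arrays, 1 per condition, so each group is a single sample and no spread between biological replicates can be computed.

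The deposited intensity values are those of the scanner software. Per the file headers, the authors extracted the images with Feature Extraction 11.5.1.1, which subtracted the background and a spatial trend from each spot, flagged outlier spots and called each spot well above background or not. The deposited processed signal is a linear intensity that falls below 0 where a spot is dimmer than its background, and it carries no normalization between arrays. The deposited value table of the series was checked against the processed signal of every spot, and the largest absolute difference was 0 on both arrays. The study names GeneSpring GX and quantile normalization for its own analysis; those normalized values are not used here. The other deposited columns used are the flags per spot, which the software sets to 0 or 1, its summed intensity per miRNA and its raw median intensity of spot and local background. The array design names the mm9 genome build. The gene table used for names and for neighbouring genes is of the GRCm38.p6 assembly, so no coordinates are given. Of the 1881 miRNA names on the array, 1678 matched a miRNA gene in that table.

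Each array carried 58594 spots, of which 56430 belonged to 4415 miRNA probes for 1881 mouse miRNAs and 2164 were control spots. A probe was printed at a median of 15 spots (range 7 to 30), and a miRNA had a median of 2 probes (range 1 to 4). Spots with any of 4 outlier flags were left out, which removed 2.96% of miRNA spots on the normoxia array and 3.45% on the hypoxia array. No miRNA spot was saturated. The remaining spots of a probe were averaged. A probe was called detected when more than 50% of its spots were well above background, and a miRNA when any of its probes was. Probe means were then quantile-normalized between the 2 arrays, because the study states that normalization. The log2 difference of a miRNA, hypoxia minus normoxia, is the mean over its probes detected on both arrays. Where a miRNA was detected on 1 array only, the brighter signal was set against the higher of the lowest detected signal on the dim array and the dim probe's own signal. That gives a bound that holds for the normalization used, written as at least N-fold, and no fold was given where the bound fell under 1-fold. A threshold of 2-fold was taken from the study's text.

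With 1 array per condition no test was run and no p-value is given. The SD and standard error (SE) printed with a value are over replicate spots inside 1 array. They measure printing, hybridisation and scanning and leave out differences between cultures, exosome isolations and labellings. The spots of each probe were also split into odd and even spots to see how far a difference repeats inside the arrays. The number of arrays limits the precision of every comparison. For a list of miRNAs, the median was placed among the medians of 10000 random lists of the same size matched on mean signal, as a description of these arrays. Both arrays lay on the same slide and in the same scan, so no slide or scan separates them, but the array's position on the slide and the condition cannot be told apart.

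The miRNAs to be named were chosen by a rule written before the data were examined. They are every miRNA that the study's text lists as increased, decreased or followed by qPCR; the 5 largest and the 5 smallest log2 differences among miRNAs detected on both arrays whose probes share a sign and whose difference exceeds 2 SE; the 5 brightest miRNAs of each array; and the 3 largest bounds in each direction. A list of miRNAs known from blood cells and serum was written after the values of its members had been seen.

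The alternatives fixed before the data were examined were scaling to the 75th percentile of the probes detected on both arrays or of all probes, no normalization, the median of all spots, the brightest probe, the series' value table, a stricter and no filter on dim probes, and the software's own detection call and summed signal. Only 8.77% of probes in normoxia and 7.68% in hypoxia were detected, so the 75th percentile of all probes lies among undetected probes. An alternative planned on the mean pixel signal could not be run because that column is not among those used here; normexp (offset 50, limma 3.58.1 in R 4.3.3) was run on the median pixel signal in its place. That alternative, scaling to the labelling or the hybridization spike-ins, and a few further results under the spot median, the brightest probe, the value table and the stricter filter were added after seeing the data. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

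The procedure was tested on simulated data for the comparison of hypoxia with normoxia. Spots were drawn from the real probe means and spot SDs, the simulated hypoxia array was dimmed to 0.75 of its brightness, and 40 miRNAs were changed by 1.5 on the log2 scale. With quantile normalization, 183 miRNAs were detected on both simulated arrays. Of the 40, 35 were among them, and 35 were called at least 2-fold apart in the right direction. Of 148 unchanged miRNAs, 0 were called. The simulation carries spot noise only, so it says nothing of the spread between cultures. Both simulated arrays had the same base profile, equal numbers of miRNAs changed up and down, and a single brightness factor. It therefore does not test the scaling where changes are unbalanced or depend on signal.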

Results

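To see how low oxygen alters the miRNA content of BMSC exosomes, exosomal RNA from normoxic BMSCs and from BMSCs held at 0.2% oxygen for 72 h was profiled on miRNA arrays. There was 1 array per condition, and no value below has a biological replicate. On the normoxia array 9.96% of miRNA spots were well above background, and on the hypoxia array 8.59% were. The software's median spot-to-spot coefficient of variation was 9.68% on the normoxia array and 15.8% on the hypoxia array. The software placed the normoxia array within its quality range. It marked the hypoxia array for evaluation, with that coefficient and the labelling spike-in signal outside their ranges.

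Of the 1881 miRNAs on the array, 225 were detected in normoxic exosomes and 199 in hypoxic exosomes. Both arrays detected 180 miRNAs. A further 45 were detected in normoxia only and 19 in hypoxia only, and 1637 were detected on neither array. The software's own call gave 261 and 226 detected miRNAs. Requiring every spot of a probe to be well above background gave 198 in normoxia and 152 in hypoxia.

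RNA controls added before labelling or hybridisation show how evenly the arrays were treated. Without normalization the labelling spike-ins dmr_285 and dmr_31a fell by 0.44 and 0.51 on the log2 scale from normoxia to hypoxia, and the hybridization spike-ins dmr_3 and dmr_6 fell by 0.09 and 0.16. The other control families with a probe detected on both arrays moved further, from −2.87 for mr_1 to 2.13 for hur_4.

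**Figure D1:**
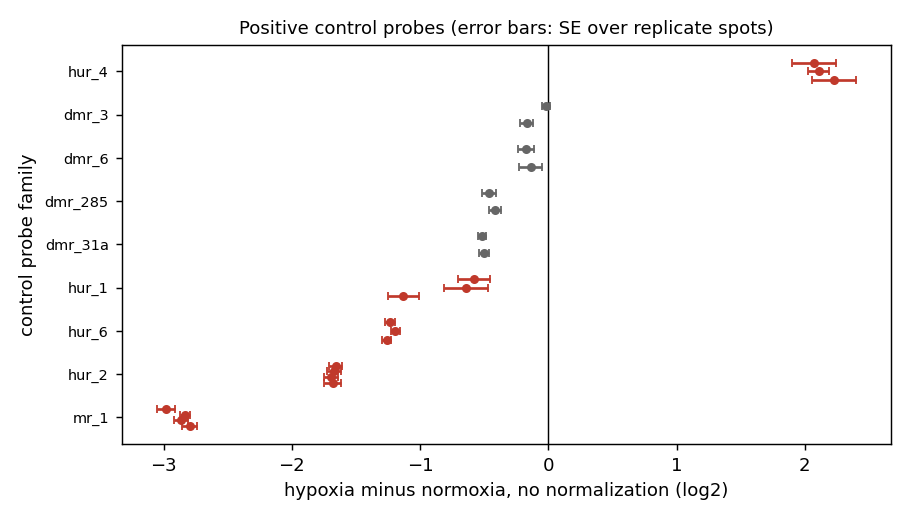
Log2 difference, hypoxia minus normoxia without normalization (x axis), of each positive control probe detected on both arrays, by family (y axis); points are probes and bars are the SE over replicate spots. The probes of the spike-in families (dmr, grey) lie between −0.52 and −0.018, and the other families (red) lie on both sides of them.

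The overall profiles were compared across the 180 miRNAs detected on both arrays. Pearson's r of the log2 signals was 0.827 and Spearman's rho was 0.740, both across miRNAs, which are not independent replicates. The alternative that moved r most was the use of the brightest probe, which gave 0.867. The 5 brightest miRNAs were the same on both arrays, namely miR-21a-5p, miR-92a-3p, miR-22-3p, miR-130a-3p and miR-29a-3p. Quantile normalization gives equal values to probes of equal rank, so the log2 difference of miR-21a-5p was 0 by construction. Without normalization it was −0.37 and with the labelling spike-ins 0.11. Scaling to the 75th percentile of all probes gave 0.56, so its direction depended on the scaling. The log2 differences of the other 4 lay between −0.32 for miR-92a-3p and 0.13 for miR-22-3p. Each of these 4 changed sign under at least 1 other scaling of the arrays, miR-92a-3p only with the 75th percentile of all probes.

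**Figure D2:**
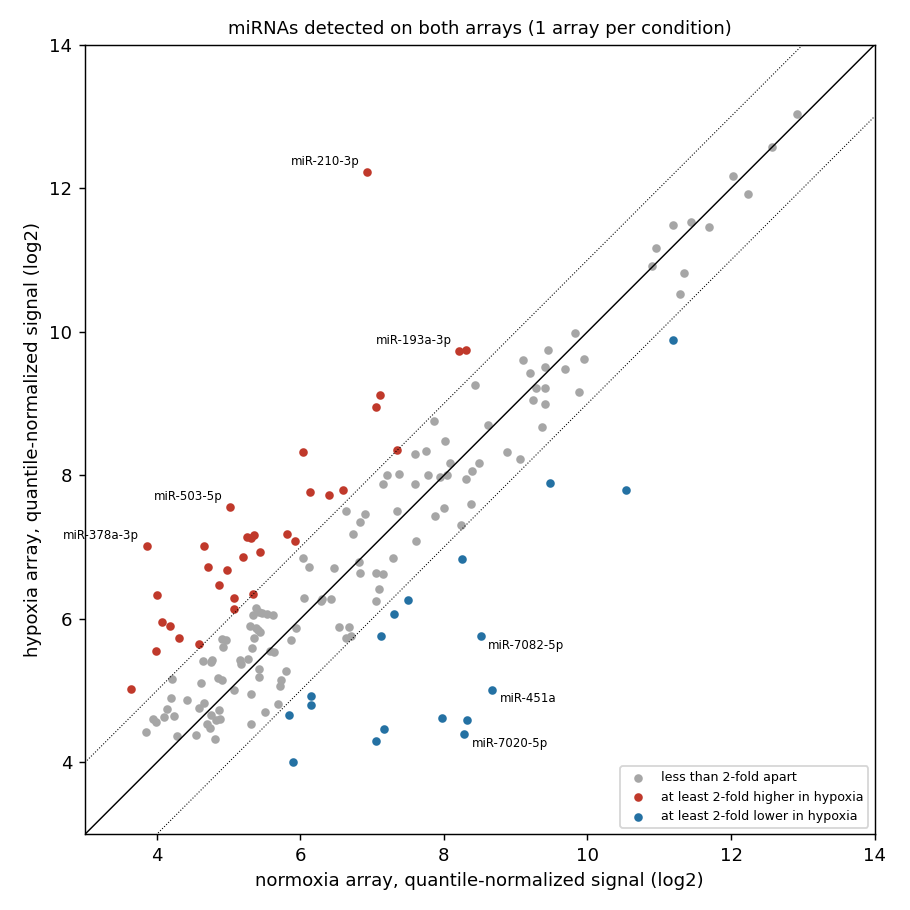
Quantile-normalized log2 signal on the normoxia array (x axis) and the hypoxia array (y axis) of the 180 miRNAs detected on both. The solid line marks equal signal and the dotted lines 2-fold; 33 points lie at or above the upper dotted line and 18 at or below the lower one, with miR-210-3p farthest above.

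The next question was which exosomal miRNAs differed between the conditions. In hypoxic exosomes 33 miRNAs were at least 2-fold higher and 18 were at least 2-fold lower, while 129 were less than 2-fold apart. The split depended on the scaling of the arrays. The counts were 29 higher and 25 lower after scaling to the 75th percentile of probes detected on both arrays. They were 58 and 10 after scaling to that of all probes, 25 and 30 with the hybridization spike-ins, and 20 and 36 without normalization. The 75th percentile of all probes lies among undetected probes, and this scaling put the hybridization spike-ins dmr_3 and dmr_6 at 0.83 and 0.77. Normexp background correction with an offset, which pulls dim signals together, left 11 higher and 11 lower. The 4 scalings shifted the median log2 difference, which was 0.17 with quantile normalization, by −0.12, 0.49, −0.31 and −0.44. Relative to that median, 29 miRNAs were at least 2-fold higher and 22 lower. Under all 6 scalings, 20 of the miRNAs were at least 2-fold higher and 10 at least 2-fold lower.

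Differences of this size were larger than the spot noise inside an array. Between odd and even spots of the same array, the log2 difference had an SD of 0.081 across miRNAs on the normoxia array and 0.14 on the hypoxia array, and 0 miRNAs were 2-fold apart. Between the arrays the SD was 1.20. Of the 33 higher miRNAs, 30 were at least 2-fold higher in both the odd and the even spots, and all 18 of the lower ones were at least 2-fold lower in both. Of 115 miRNAs with more than 1 probe detected on both arrays, the probes had the same sign for 99. The spread between separate cultures was not measured.

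Among miRNAs detected on both arrays, miR-210-3p had the largest increase. Its brighter probe gave a processed signal of 176 ± 13.4 (SD, n = 15 spots) in normoxia and 5312 ± 649 (SD, n = 15 spots) in hypoxia. The normalized log2 difference was 5.30 ± 0.035 (SE over spots), or 39.4-fold, and its 2 probes gave 5.25 and 5.35. Over the 6 scalings it lay between 4.97 and 5.90. The next largest increases among them were those of miR-378a-3p (log2 difference 3.15), miR-503-5p (2.54), miR-378b (2.36) and miR-185-5p (2.32). The members of the miR-378 family carry closely related names and were not separated by sequence here, so their values are uncertain as separate measurements. Each of these 4 rests on 1 probe detected on both arrays, and miR-378a-3p and miR-185-5p were dim in normoxia, at 17.3 ± 3.43 and 18.7 ± 4.42 (SD, n = 15 spots).

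The largest decrease among miRNAs detected on both arrays was that of miR-7020-5p, with a log2 difference of −3.90 ± 0.065 (SE over spots). Its brighter probe gave 356 ± 32.1 in normoxia and 14.4 ± 3.97 in hypoxia (SD, n = 15 spots). It was followed by miR-5119 at −3.73, miR-451a at −3.66, miR-6418-5p at −3.35 and miR-7082-5p at −2.76. The hypoxic signals of the first 4 lay near the lower end of the detected range. miR-5119, miR-451a and miR-6418-5p each rest on 1 probe detected on both arrays. The other probes of miR-5119 and miR-451a were detected in normoxia only. That of miR-6418-5p read 2.08 in normoxia and −2.46 in hypoxia, with no spot well above background. When every spot had to be well above background, miR-7020-5p, miR-5119 and miR-6418-5p were detected in normoxia only. These 10 differences kept their direction and stayed beyond 2-fold under all 6 scalings. Under normexp they kept their direction but were smaller, with miR-378a-3p at 1.30 and miR-185-5p at 0.82, which is less than 2-fold.

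Among the miRNAs detected on 1 array only, 9 were at least 2-fold higher in hypoxia by the bound and 12 at least 2-fold lower. Without normalization these counts were 5 and 19, and under normexp 0 and 1. The largest bounds were at least 6.40-fold higher for miR-378d, at least 5.21-fold higher for miR-3102-5p.2-5p and at least 5.15-fold higher for miR-7036a-5p. In the other direction they were at least 18.6-fold lower for miR-5112, at least 5.56-fold lower for miR-5099 and at least 5.06-fold lower for miR-1982-5p. These bounds hold under quantile normalization, and other settings gave smaller or larger ones. Under normexp miR-5112 was at −2.21 on the log2 scale. The others were then under 2-fold, from −0.96 for miR-5099 to 0.91 for miR-378d.

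The miRNAs that the study's text names were then examined. The study chose these lists on the same samples, so they are not independent evidence. Of the 7 miRNAs named as increased, the 4 measured on both arrays were higher in hypoxia. The other 3 were detected in hypoxia only, and the direction of their bounds follows from that detection. Their median log2 difference was 1.52 with bounds included, at percentile 99.98 of 10000 random lists matched on signal, and 1.67 over the 4 measured ones. The median lay between 0.76 under normexp and 2.09 with scaling to the 75th percentile of all probes. Besides miR-210-3p, the measured members were miR-5100 at 1.82 ± 0.082, miR-193a-3p at 1.52 ± 0.058 and miR-146a-5p at 1.37 ± 0.061 (SE over spots). miR-146a-5p was less than 2-fold higher without normalization, at 0.97, and under normexp, at 0.76, and miR-5100 was so under normexp, at 0.95. The brighter probe of miR-193a-3p read 973 ± 111 in normoxia and 1959.8 ± 367 in hypoxia (SD, n = 15 spots). That of miR-5100 read 128 ± 9.23 (SD, n = 15 spots) and 332 ± 22.1 (SD, n = 13 spots). The bounds were at least 3.81-fold for miR-326-3p, at least 2.02-fold for miR-328-3p and at least 1.57-fold for miR-574-3p. On the log2 scale the bound of miR-326-3p fell under 2-fold with normexp, at 0.50. That of miR-328-3p lay between 0.26 under normexp and 1.26 with scaling to the 75th percentile of all probes, was 0.33 without normalization, and had no value when every spot had to be well above background. The bounds of miR-328-3p and miR-574-3p do not settle whether the change passed 2-fold, and that of miR-574-3p rests on 4 of 6 spots of 1 probe. The latter was 0.065 without normalization and also had no value when every spot had to be well above background.

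Of the 3 miRNAs named as decreased, none was measured on both arrays. miR-5112 was detected in normoxia only, where its brighter probe gave 342 ± 21.4 (SD, n = 15 spots) against 9.95 ± 2.50 (SD, n = 15 spots) in hypoxia. miR-6404 was detected in normoxia only and was at least 1.85-fold lower. On the log2 scale its bound lay between −0.088, when every spot had to be well above background, and −1.37 without normalization, so it does not settle whether the change passed 2-fold. miR-6995-3p was not well above background at any spot on either array, so it has no fold here. The median of the 2 bounds was −2.55 on the log2 scale, at percentile 0.435 of the random lists. Both members were detected in normoxia only, from which the sign of their bounds follows, so this percentile is no evidence of direction. The median moved most without a filter on dim probes, where the third member enters at the lowest detected signal of each array, to −0.80.

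The study followed 7 miRNAs by qPCR and reported all of them as higher in exosomes of hypoxic than of normoxic BMSCs. On the arrays these 7 had a median log2 difference of 1.01, at percentile 99.1 of the random lists, and 1.15 over the 6 measured on both arrays. Without normalization the median of the 7 was 0.41. Beyond those already given, miR-574-5p was higher by 0.79 ± 0.040 (SE over spots) and miR-652-3p by 0.66 ± 0.18 (SE over spots). The processed signal of miR-652-3p was 18.2 on both arrays before normalization, so its difference comes from the scaling. miR-25-3p differed by 0.16 ± 0.085 (SE over spots), and its 2 probes gave 0.32 ± 0.083 and −0.01 ± 0.15 (SE over spots). Without normalization its sign changed, to −0.16, under a scaling that put the median of the measured miRNAs at −0.27. Its direction thus depended on the probe and on the scaling, and these arrays do not settle it.

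**Figure D3:**
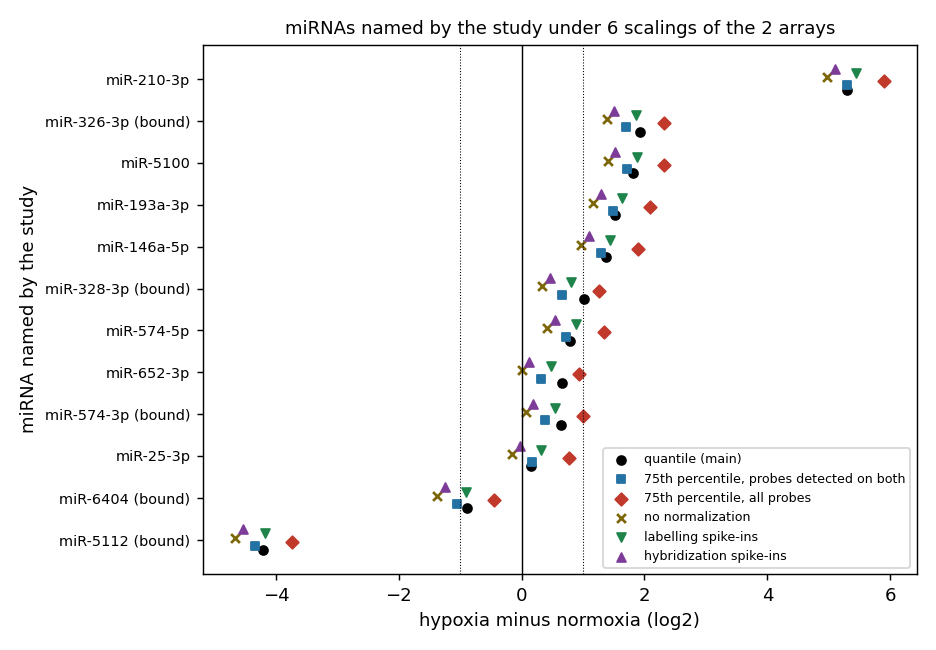
Log2 difference, hypoxia minus normoxia (x axis), of the 12 study-named miRNAs with a value (y axis), under 6 scalings of the arrays shown by marker; rows marked bound were detected on 1 array only and give a lower limit of the change. miR-210-3p lies between 4.97 and 5.90, while miR-25-3p lies between −0.16 and 0.77 and changes sign.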

Values the study reported

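The study named its increased and decreased exosomal miRNAs as those changed by more than 2-fold between hypoxic and normoxic BMSCs. It gave average exosome diameters of 50 nm for hypoxic and 90 nm for normoxic cultures.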

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

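The test of a single factor between the arrays was chosen after the values had been seen; the test of position was written down before its result. The array carries positive control probes that the comparisons above do not use, and 1 family of them was brighter on the hypoxia array than on the normoxia array by more than the spot error. The control family named hur_4 was higher by 2.13 on the log2 scale without normalization (SE over spots 0.085), with mean processed signals of 181 in normoxia and 792 in hypoxia over the 3 of its 4 probes detected on both arrays. Other families went the opposite way, with mr_1 at −2.87, hur_2 at −1.68, hur_6 at −1.23 and hur_1 at −0.78. Over the other scalings hur_4 stayed above 0, up to 3.06, and mr_1, hur_2 and hur_6 stayed below 0. The sign of hur_1 changed, to 0.14, only with the 75th percentile of all probes. The files do not say what RNA these probes measure, and no identity is assumed here.

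A single factor per array would move the hur and mr families alike. It is argued against as the cause, since hur_4 and mr_1 moved in opposite directions and lay 5.00 apart. The labelling spike-ins dmr_285 and dmr_31a fell by 0.44 and 0.51 and the hybridization spike-ins dmr_3 and dmr_6 by 0.09 and 0.16. The spike-ins are added and do not follow the amount of sample RNA, so they do not bear on its loading. Position inside the array is also argued against, since when the array was divided into 4 blocks 20 of the 20 values by family and block kept their family's sign, and hur_4 lay between 2.06 and 2.23 in the 4 blocks. What stays open includes a difference in the RNA that entered each array, from oxygen or from the handling of a single preparation. With 1 array per condition neither was tested.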

How the results depend on the processing

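The alternatives on the median pixel signal (normexp) and the spike-ins, the bound counts by spot median, brightest probe or value table, and the lists, correlations and named miRNAs under the stricter filter were chosen after seeing the data. No paired analysis was possible because each condition has 1 array and no result comes from a test; for the same reason leaving out a replicate does not apply. The series' value table equals the scanner signal, so that alternative moved nothing and says nothing about stability. The planned normexp on the mean pixel signal was not run.

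The direction of the 3 list medians was the same under every alternative run. For the decreased list it was fixed by detection in normoxia only, save without a filter on dim probes. Scaling to the 75th percentile of all probes, which lies among undetected probes, gave 58 higher and 10 lower miRNAs and 15 and 7 by the bound. Its medians were 2.09 for the increased and −2.09 for the decreased list. Without normalization the counts were 20 and 36, and 5 and 19 by the bound, and the medians were 1.16, −3.02 and, for the qPCR list, 0.41. Scaling to the 75th percentile of probes detected on both arrays gave 5 higher by the bound. The hybridization spike-ins gave 30 lower, 5 higher by the bound, and medians of −2.89 for the decreased and 0.54 for the qPCR list. Each of these scalings and the labelling spike-ins gave a Pearson r of 0.825, since 1 factor per array leaves r alone. The labelling spike-ins gave 32 higher and 19 lower. The cause of these moves from the quantile-normalized values was not tested, nor was which scaling is right.

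Normexp with an offset of 50, which pulls dim signals together, gave 11 higher, 11 lower, 0 higher and 1 lower by the bound, medians of 0.76, −1.21 and 0.58, r 0.867 and rho 0.756. All 11 and 11 were among the miRNAs called with the processed signal. Requiring every spot to be well above background left 144 miRNAs on both arrays and gave 9 lower, medians of −1.75 for the decreased and 1.52 for the qPCR list, r 0.847 and rho 0.795; fewer dim miRNAs enter by construction. The median of all spots gave −2.31 for the decreased list and rho 0.738. The brightest probe gave r 0.867 and rho 0.799; the cause was not tested. Without a filter the decreased list gave −0.80, the value of miR-6404, since the undetected miR-6995-3p is set to the lowest detected normalized signal of each array, which is no measurement of it, and miR-6404 is then the middle of the 3 members. The software's summed signal gave 48 higher and 26 lower.

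Among the named miRNAs, 31 have a value, and of 276 values under alternatives (those of the value table left out) 153 moved by less than the spot SD, 116 moved further with the same sign or from 0, and 7 changed sign, for 5 miRNAs, none of them 2-fold apart. Without normalization miR-130a-3p was at −0.021, miR-22-3p at −0.11, miR-25-3p at −0.16 and miR-29a-3p at −0.28. With the hybridization spike-ins miR-25-3p was at −0.031 and miR-29a-3p at −0.16. Scaling to the 75th percentile of all probes put miR-92a-3p at 0.26. Signal over background limits the rest: the lowest detected processed signal was 14.5 in normoxia and 13.5 in hypoxia. After quantile normalization, on which the bounds rest, it was 12.0 in normoxia and 16.1 in hypoxia.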

Other observations

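The tests of the blood list and of neighbouring genes were chosen after values of their members had been seen; the tests of dim probes, of position and of spot scatter were written down before their results. The study's list of miRNAs decreased by over 2-fold includes miR-6995-3p. Its processed signal here was below 0 on both arrays.

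High-numbered miRNAs tended to be lower in hypoxia. The 34 measured miRNAs with a number of 5000 or more had a median log2 difference of −0.15, against 0.19 for the other 146, and their median lay at percentile 0.815 of 10000 random lists matched on signal. They supplied 10 of the 18 miRNAs at least 2-fold lower and 5 of the 33 higher. The gap between the classes was −0.34, and −0.33 with 1 factor per array, where the factor cancels. Position on the array is argued against, because the gap was below 0 in 4 of the 4 blocks of the array, between −0.32 and −0.37. Noise of dim probes cannot be told apart from a true gap: among the brighter measured miRNAs, which hold 13 of the class, the gap was −0.29, and 17.3% of random classes of that size had a lower one. Probe sequences were not used here, so base composition was not checked, and an effect of oxygen stays open as untested.

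miR-451a, known from red cells, fell by 3.66. A list of 12 miRNAs known from blood cells or serum, 0 of them named by the study, was therefore examined. Which of them BMSCs also express was not examined. Detected members numbered 6, and 5 of these were lower in hypoxia, 4 of them detected in normoxia only, from which the direction of their bounds follows. Processed signals in normoxia and hypoxia were 448 ± 37.5 and 26.5 ± 3.14 for miR-451a, and 78.5 ± 4.76 and 7.04 ± 4.25 for miR-122-5p (SD over spots). miR-144-3p, miR-223-3p and miR-126a-3p were dim, with bounds of −0.21, −0.32 and −0.13 on the log2 scale. miR-192-5p went the other way, at 0.80, and was higher under every scaling. The other 6 members were detected on neither array. Serum or blood carried over into the normoxia sample may have contributed, as a hypothesis only: with 5 of 6 lower, most of the members dim or undetected and 1 array per condition, it cannot be told apart from an effect of oxygen. The study's methods state that the medium held bovine serum depleted of exosomes, and they name no difference in serum between the conditions.

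Replicate spots scattered more on the hypoxia array. Over 128 probes of at least 100 in processed signal on both arrays, the SD of spots around their probe mean was 0.23 on the log2 scale in hypoxia and 0.12 in normoxia. A quadratic surface across the array took out 43.2% of that variance in hypoxia and 40.7% in normoxia. The hypoxia SD after removal was 0.18, which is 1.42 times the normoxia SD before removal, so a smooth trend of that shape is argued against as the whole cause. Finer local trends and the labelling of the sample stay open. The wider scatter makes the hypoxia signals the less precise ones.

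Neighbouring miRNA genes, within 10000 bp of each other in the GRCm38.p6 gene table, made 21 pairs of measured miRNAs with different numbers. The pairs overlap: they hold 24 miRNAs in 9 groups, and 9 of the pairs lie in 1 group of 5 miRNAs, that of miR-17, miR-18a, miR-19a and miR-20a. The median absolute difference within pairs was 0.54, against 0.78 when the values were shuffled among the members, and 12.1% of 10000 shuffles gave a smaller one. Without that group the other 12 pairs gave 0.70, against 0.56 for shuffled values, and 75.8% of shuffles gave a smaller one, so the smaller difference rests on that group. With so few separate groups, shared control of neighbouring genes cannot be told apart from chance.

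The share of 3p names was 32.8% among the 180 miRNAs detected on both arrays and 41.7% on the whole array. It was 39.4% among the 33 higher miRNAs, where 13 were 3p and 14 were 5p. Among the 18 lower miRNAs 1 was 3p. No explanation was tested for these shares.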
